A study of Mus musculus with 4 samples. Its data were reported in "Decoding muscle-resident Schwann cell dynamics during neuromuscular junction remodeling" (2025).

How the data were processed

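Droplet-based single-cell RNA sequencing had been run on cells of the tibialis anterior and gastrocnemius muscles of male mice at 2 months of age, with 4 mice pooled per genotype. The mice carried the S100GFP-tg reporter, a transgene in which the S100B promoter drives GFP, so that Schwann cells fluoresce. The genotypes were wild type (WT) and Sod1 knockout (Sod1KO). Cells of each pool were sorted by fluorescence into a GFP+ and a GFP- fraction, and each fraction gave 1 library, which makes 4 libraries in all and 1 library per group. The nerve crush and antibody experiments of the same study were not analysed here.

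The deposited values were UMI counts per gene and cell, made by the authors with the Cell Ranger pipeline and its filter for barcodes that hold cells. The headers of the matrices name Cell Ranger version 7.1.0, while the study's methods name a later version. The same methods name GRCm39 with EGFP added as the reference, and in another sentence GRCm38. The genome build is not stated in the headers. The authors removed ambient RNA, low-quality cells and doublets after this step, so the deposited counts still contained them. The matrices list 32285 genes by Ensembl identifier and symbol, and 0 of them are named for GFP. In this they differ from the matrices that the methods describe. The planned values for the reporter transcript were therefore not computed. Of the symbols, 40 stand for more than 1 identifier, and genes were followed by identifier. Coordinates come from a match of these identifiers to GENCODE vM39 on GRCm39 and are given on that build only.

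Everything below was computed from those counts with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. As in the study, cells needed more than 200 detected genes and less than 10% of UMIs from the 13 mitochondrial genes. The filter kept 4767 of 5498 barcodes in WT GFP+, 6291 of 7267 in Sod1KO GFP+, 1665 of 2052 in WT GFP- and 5430 of 6598 in Sod1KO GFP-. Doublets were scored in each library by the share of simulated doublets among the 50 nearest neighbours of a cell. The highest scores were removed, at an assumed 0.8% of cells per 1000 barcodes. This removed 210, 366, 27 and 287 cells in the same order of libraries and left 4557, 5925, 1638 and 5143 cells. The study's own tools for ambient RNA, doublets and batch integration (DecontX, DoubletFinder and Harmony) and the Seurat clustering were not used here, so differences from the study may come from the rebuilt steps.

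The 4 libraries were clustered together without batch integration. Counts were scaled to 10000 UMIs per cell and log-transformed, the 2000 genes with the largest variance of Pearson residuals were scaled, and 30 principal components gave a shared-neighbour graph of 20 neighbours. Leiden clustering at resolution 1 gave the clusters. Each cluster was compared with 19 lists of marker genes that were fixed before the data were examined, as were the cell filter, the clustering settings, the named genes and the choice of other settings to try. A marker counted for a cluster at more than 20 UMIs per 1000000 (CPM) and more than 2 times the mean of the other clusters. A class name needed 3 such markers. A cluster stayed unnamed if another class had more markers among its 10 genes of highest fold or at least 50% of its list above these limits, or if its cells were shallow and carried no marker among those 10 genes. These limits for naming were set after an exploratory look at the clusters. They left 22.9% of WT GFP+, 19.4% of Sod1KO GFP+, 47.3% of WT GFP- and 31.0% of Sod1KO GFP- cells in unnamed clusters. Among the unnamed clusters was cluster 9, which carried myelin and perineurial markers together and is called the mixed cluster. The names mSC-like (myelinating Schwann cell) and tSC-like (terminal or other nonmyelinating Schwann cell) stand for clusters with those markers. The Schwann-like cells of the GFP+ libraries were clustered again on their own at resolution 0.5.

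Expression of a gene in a class is the sum of its UMIs over the cells of the class, given as CPM of that class. Genotypes were compared as the log2 ratio of the library labelled Sod1KO over the library labelled WT. A count of 0 was set to a floor of 3 UMIs and other counts were used as they are, and no ratio was given where both groups were at or under that floor. Gm42418, which overlaps an rRNA-like sequence, stayed in the totals and held 3.01% of the UMIs of mSC-like cells in WT GFP+ and 5.68% in Sod1KO GFP+. Median-of-ratios scaling shifted the ratios by at most 0.07 in size. With 1 library per group, no test across animals could be run, and a difference between libraries may be a difference between pools or preparations. All intervals are exact 95% intervals (Clopper-Pearson for shares, Poisson for counts, conditional binomial for ratios, and Newcombe for differences between shares). They cover counting error only, and differences have no replicate check. Shares of cells with a UMI were compared after each cell was thinned to 1000 UMIs, with shallower cells left out. A cell was counted as cycling if it then held at least 2 UMIs over 9 cycling genes.

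The named genes were chosen by a rule of size, written at the same time as the marker lists. They are a fixed list, of which 25 measured genes are used and the rest are not reported here, 5 sex-linked genes, a list of 10 Nrf2 targets, a list of 10 genes of dissociation stress and, in each of 5 classes, the 5 genes with the largest ratio each way among genes with at least 100 UMIs in the library with the higher CPM. In the 3 classes present in both sorts, a gene also needed the same direction in both. Lists were placed among 10000 random lists of the same size matched on mean expression, which describes these libraries only.

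The steps were tested on simulated data. For mSC-like cells, counts were drawn for 6924 genes from the real totals with 200 genes changed, and 95.6% of the intervals held the true ratio while 98% of the changed genes took the top places. For tSC-like cells, with 8292 genes, these figures were 95.3% and 99%. They were 95.4% and 98% for endothelial-like cells with 6535 genes, 95.1% and 99.5% for mesenchymal-like cells with 7651 genes, and 95.0% and 98% for smooth muscle-like cells with 8511 genes. The draws were Poisson counts of class totals, which is the model that the intervals assume, so coverage near 95% was set by design. The uneven spread of a gene's UMIs over cells was left out. The coverage therefore checks the steps only, and not whether the intervals hold for real cells. Doublets made of cells of 2 classes were added to each library and scored over 2000 variable genes. The score then held 72.8% of the added doublets among the highest scores in WT GFP+, 64.5% in Sod1KO GFP+, 20.7% in WT GFP- and 61.5% in Sod1KO GFP-.

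Alternatives were a stricter cell filter (more than 500 genes and less than 5% mitochondrial UMIs), no doublet removal, resolutions of 0.5 and 2, each genotype clustered separately, a per-cell rule on the markers, shares over both sorts together, median-of-ratios scaling between class sums, subtraction of an assumed 10% of ambient RNA with the profile of the library, the mean of per-cell CPM, a minimum of 30 UMIs, and unthinned cells. A further 6 settings were chosen after seeing the data. Batches are not given in the labels, and each genotype and sort is 1 library, so a batch could not be told apart from a group.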

Results

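The data are 4 single-cell RNA libraries from hindlimb muscle of S100GFP-tg mice at 2 months of age. The GFP+ and GFP- cells of a WT pool and of a Sod1KO pool gave 1 library each. They held 5498 barcodes in WT GFP+, 7267 in Sod1KO GFP+, 2052 in WT GFP- and 6598 in Sod1KO GFP-, with medians of 10554.5, 12062, 6152.5 and 13825.5 UMIs. The WT GFP- library had the fewest barcodes and the lowest depth. After the filter and doublet removal, 4557, 5925, 1638 and 5143 cells were left. There are no biological replicates, so each comparison below is between 2 libraries, and every interval covers counting error only.

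The label check comes first, because everything after it depends on the genotype. Sod1 was not lower in the GFP+ library labelled Sod1KO, at 98.0 CPM (95% interval 95.9–100) against 90.8 (88.6–93.0) in WT GFP+, a log2 ratio of 0.11 (0.06 to 0.16). In the GFP- libraries it was 113 CPM (111–115) against 124 (120–129), a log2 ratio of −0.14 (−0.20 to −0.07). Within Schwann-like cells the log2 ratio was −0.19 (−0.32 to −0.07), and in the other classes of GFP+ compared it was −0.26 (−0.43 to −0.10) in endothelial-like, −0.01 (−0.15 to 0.13) in smooth muscle-like and 0.10 (−0.05 to 0.26) in mesenchymal-like cells. The part of the gene that the allele lacks is not given in the sources used here. The reads come from the 3' end of transcripts, and a deletion elsewhere in Sod1 could leave these tags in place, so the UMIs of Sod1 neither check nor contradict the genotype. All directions below are therefore those of the libraries as labelled. In male mice Xist should be near 0, and it had 5, 3, 0 and 7 UMIs in the 4 libraries. Ddx3y had between 96.6 and 117 CPM in the 4 libraries, and Uty, Eif2s3y and Kdm5d were detected in all 4.

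Schwann-like cells made up 1469 of 4557 cells in WT GFP+ (32.2%, 30.9–33.6) and 1549 of 5925 in the library labelled Sod1KO (26.1%, 25.03–27.28), a difference of −6.09 points (−7.85 to −4.34). In the GFP- libraries there were 4 of 1638 (0.244%) and 9 of 5143 (0.175%). The sort sets these shares, so they describe the sorted fractions and not the muscle. The setting that moved the difference most was the share over both sorts together, at −9.70 points. Of the Schwann-like cells, 391 of 1469 were tSC-like in WT (26.6%, 24.4–29.0) and 890 of 1549 in the library labelled Sod1KO (57.5%, 54.9–59.9), a difference of 30.8 points (27.4 to 34.1). The tSC-like cells were not the same clusters in the 2 libraries. In WT, 314 of the 391 were in cluster 13, and in the library labelled Sod1KO, 560 of the 890 were in cluster 10, which had only 35 cells from WT. A cluster held mostly by 1 library may be a trait of that library. When all cells were clustered again without 520 genes that differ between the genotypes in these classes, 581 of the 598 cells of cluster 10 and all 524 of cluster 13 were in 1 cluster. It held 23.6% of the Schwann-like cells in WT and 49.0% in the library labelled Sod1KO, and clusters 10 and 13 together had held 23.8% and 49.7%. With the stricter filter the tSC-like difference was 39.1 points, and with the per-cell marker rule it was 24.9 points. Counting the mixed cluster (6.93% of WT GFP+ and 5.20% of Sod1KO GFP+ cells) as Schwann-like gave 21.9% and 47.9%.

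**Figure D1:**
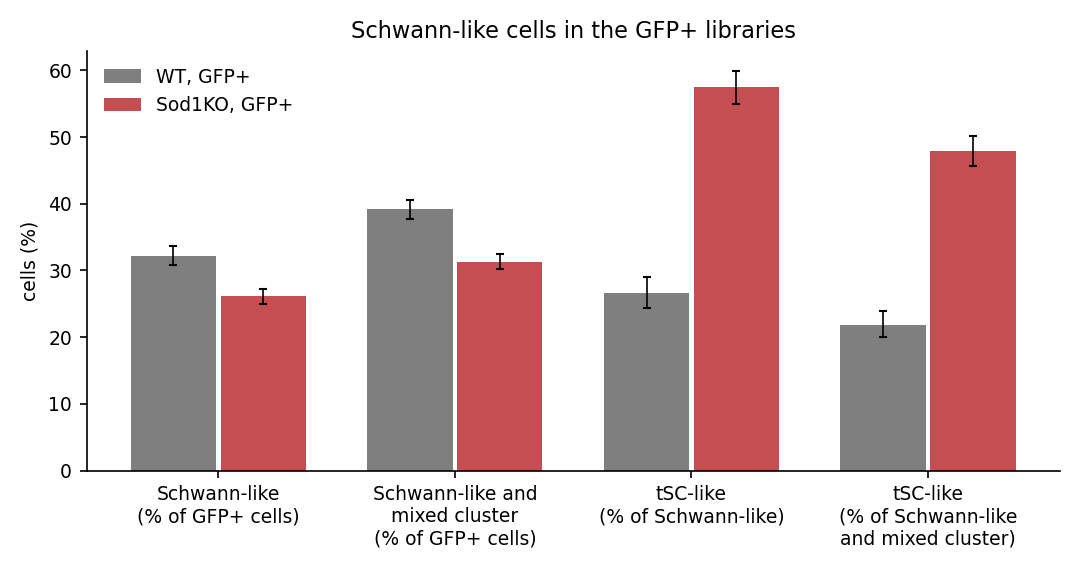
Shares of Schwann-like and tSC-like cells in the GFP+ libraries with and without the mixed cluster, with 95% intervals for counting error only. The tSC-like share was 26.6% in WT and 57.5% in the library labelled Sod1KO.

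Among the other classes, tenocyte-like cells were 13.5% of WT GFP+ cells and 22.3% of those in the library labelled Sod1KO (8.82 points, 7.36 to 10.3). Mesenchymal-like cells rose from 5.68% to 11.2% (5.51 points, 4.45 to 6.55), and smooth muscle-like cells fell from 14.3% to 8.84% (−5.49 points, −6.74 to −4.25). Endothelial-like cells were 6.80% and 5.23% (−1.57 points, −2.51 to −0.655). In the GFP- libraries the differences were 6.70 points for tenocyte-like, 11.8 for mesenchymal-like, 2.32 (0.904 to 3.59) for smooth muscle-like and −7.09 (−9.81 to −4.40) for endothelial-like cells. The mesenchymal-like difference in GFP- kept its direction under the settings tried, at 9.66 and 14.8 points, but the other 3 did not. Of the endothelial-like cells of WT GFP-, 147 were in cluster 28, which had 1 cell from Sod1KO GFP-. With clusters held over 80% by 1 library taken out of the class, the endothelial-like difference was 1.86 points (−0.758 to 4.42). The cells taken out stayed in the total of cells, which took the WT share from 40.5% to 31.5%. This value therefore does not show a turn of sign. Without doublet removal the endothelial-like difference was 4.80 points and the tenocyte-like difference −0.738, and with the stricter filter the smooth muscle-like difference was −3.06. Both settings also cluster and name the cells again. Macrophage-like cells differed by 0.641 points in GFP+ (−0.0193 to 1.29), and by −0.0680 in GFP- (−0.843 to 0.544).

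Clustered on their own, the Schwann-like cells formed 11 subclusters. Subcluster 2, which was 99.7% tSC-like cells, held 33 of 1469 cells in WT (2.25%, 1.55–3.14) and 541 of 1549 in the library labelled Sod1KO (34.9%, 32.5–37.4). The difference was 32.7 points (30.2 to 35.2), and with the stricter filter, which moved it most, 51.9 points. Subcluster 1, nearly all mSC-like, held 50.9% (48.3–53.5) and 24.9% (22.8–27.2), and its genes of highest fold include Spp1, which itself differs between the libraries. Subclusters built from genes that differ between the libraries can split by library, so the clustering was repeated without 520 such genes. The matching subclusters then held 2.38% and 37.8% for number 2, and 50.9% and 25.4% for number 1. Nearly all cells of subcluster 2 come from 1 library, so it may be a trait of that library and not of the genotype.

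**Figure D2:**
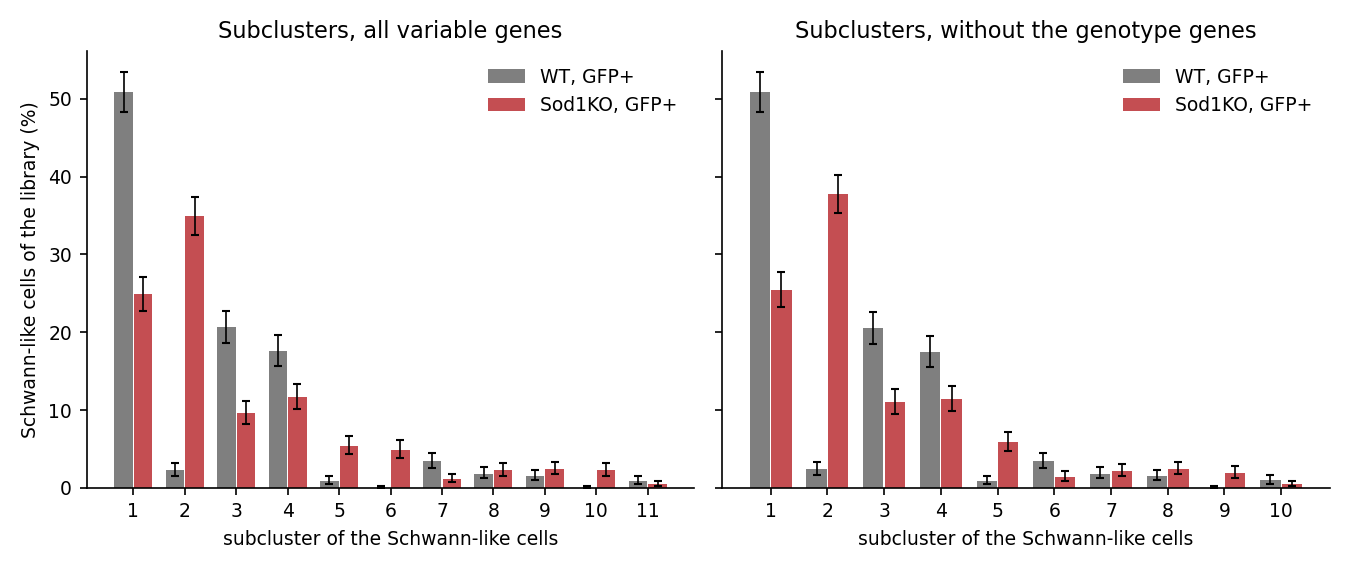
Shares of the subclusters of Schwann-like cells in the GFP+ libraries, with all variable genes and without 520 genes that differ between the libraries. Intervals are 95% and cover counting error only.

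Spp1 in mSC-like cells was 373 CPM (359–388) in WT GFP+ and 917 (889–946) in the library labelled Sod1KO, from 2665 and 4059 UMIs, a log2 ratio of 1.30 (1.23 to 1.37). The per-cell marker rule moved it most, to 0.82, and the stricter filter gave 1.04. The gene was unevenly spread. In WT, 41 of 1078 mSC-like cells held 50% of its UMIs, and in the library labelled Sod1KO it was 35 of 659. After thinning to 1000 UMIs, 15.5% (13.4–17.8) of WT and 29.0% (25.5–32.6) of Sod1KO mSC-like cells had a Spp1 UMI, with 1 and 0 shallow cells left out. Unthinned, these shares were 36.9% and 52.8% at median depths of 6238 and 6118 UMIs. Endothelial-like cells, a class with almost no Spp1, had a UMI in 0 of 310 thinned cells in both GFP+ libraries (upper limit 1.18%), and unthinned in 0.323% and 2.58%, at median depths of 11412.5 and 11520.5 UMIs.

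By class, mSC-like cells held 51.5% of the Spp1 UMIs of WT GFP+ and 51.0% of those in the library labelled Sod1KO. Their CPM was higher than that of all other cells by a log2 ratio of 3.26 in WT and 4.33 in the library labelled Sod1KO, and subtraction of assumed ambient RNA moved these most, to 3.50 and 4.61. Tenocyte-like cells held 19.6% and 30.7%, at 51.5 (48.4–54.7) and 76.0 (73.0–79.1) CPM. Macrophage-like cells held 17.5% and 4.50%, at 439 (411–468) and 129 (116–143) CPM, but in WT a single cell had 573 of their 905 UMIs (63.3%). In tSC-like cells Spp1 was nearly absent, with 2 UMIs in WT and 29 in the library labelled Sod1KO (log2 ratio 3.04, 1.06 to 6.15), and with ambient RNA subtracted both were at or under the floor. In the GFP- libraries, with 83 and 439 Spp1 UMIs, mSC-like cells held 34 (41.0%) and 1, and perineurial-like cells 33 (39.8%) and 317 (72.2%). The perineurial-like CPM was 179 (123–251) in WT and 140 (125–157) in the library labelled Sod1KO, so the higher count there goes with the number of cells, 6 and 109.

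**Figure D3:**
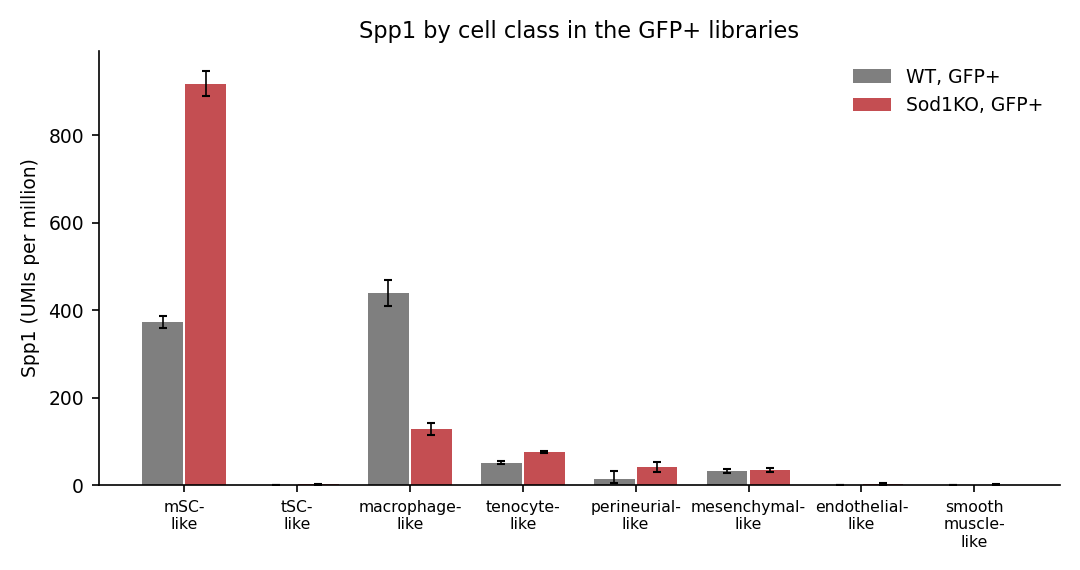
Spp1 CPM in each class of the GFP+ libraries, with 95% intervals for counting error only. The highest value was 917 CPM in mSC-like cells of the library labelled Sod1KO.

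In tSC-like cells the genes for Spp1 receptors and TGF-beta signalling differed little between the libraries. The log2 ratios were 0.11 (0.04 to 0.18) for Cd44, 0.15 (0.07 to 0.24) for Itgav, −0.17 (−0.22 to −0.11) for Itgb1, 0.42 (0.19 to 0.65) for Itgb3, −0.20 (−0.51 to 0.11) for Itgb5, 0.48 (0.25 to 0.72) for Tgfb1 and −0.40 (−0.51 to −0.29) for Tgfbr2. Cd44 was at 402 and 373 CPM in the libraries labelled Sod1KO and WT, so it was already present in WT tSC-like cells. In all, 4 of the 7 genes were higher in the library labelled Sod1KO. The mean of per-cell CPM moved Cd44 most, to 0.28.

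The fixed gene list had a ratio for 23 genes in mSC-like and 25 in tSC-like cells, and 14 and 13 of these were higher in the library labelled Sod1KO. With ambient RNA subtracted, 9 of 23 were higher in mSC-like cells, where 3 genes then gave no value and Itgb3 and Tgfb1 changed direction. The mean of per-cell CPM turned Ccnd1 in tSC-like cells from 0.02 to −0.16. In mSC-like cells Mbp (−0.26, −0.28 to −0.24), Pmp22 (−0.12, −0.14 to −0.10) and Egr2 (−0.46, −0.56 to −0.36) were slightly lower in the library labelled Sod1KO. Mag was slightly higher (0.14, 0.06 to 0.22) and Ntng1 lower (−0.96, −1.38 to −0.55). Kcnj10 (3.50, 2.68 to 4.42), Ngfr (2.76, 1.31 to 4.52), Cd44 (1.60, 1.04 to 2.18) and Ccnd1 (1.31, 0.85 to 1.78) were higher, from at most 103 UMIs per library. Kcnj10 is among the genes of highest fold of subcluster 10, which had 0 cells in WT and 35 in the library labelled Sod1KO. Subtraction of ambient RNA moved Ntng1 to −2.59, Cd44 to 3.23 and Ccnd1 to 4.20 in mSC-like cells, so the size of these ratios is uncertain. In tSC-like cells Gap43 went from 4.68 to 128 CPM (log2 ratio 4.77, 4.24 to 5.35) and Ngfr from 4.36 to 80.7 (4.21, 3.66 to 4.82). Gdnf had 3 UMIs in WT and 228 in the library labelled Sod1KO (5.43, 3.86 to 7.72), and Mki67 had 1 and 55 (4.96, 2.42 to 10.29). Mag (1.38, 0.81 to 2.00), Col1a1 (1.70, 1.58 to 1.82) and Kcnj10 (0.38, 0.18 to 0.58) were also higher there. S100b (−0.96, −1.05 to −0.86), Pmp22 (−0.80, −0.85 to −0.76), Cspg4 (−0.71, −0.81 to −0.62), Mbp (−0.34, −0.42 to −0.26), Sox10 (−0.25, −0.33 to −0.17) and Chrna1 (−1.96, −3.83 to −0.31) were lower, the last from 11 and 5 UMIs. With ambient RNA subtracted, Col1a1 in tSC-like cells had both counts at or under the floor and gave no ratio, so its rise can be free RNA. The size of the ratio of Mag in tSC-like cells is uncertain, since the mean of per-cell CPM gave 0.25 and subtraction of ambient RNA gave 4.24. The tSC-like ratios compare mainly cluster 13 in WT with cluster 10 in the library labelled Sod1KO. Ngfr, Kcnj10 and Cspg4 are among the markers that name the tSC-like class.

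**Figure D4:**
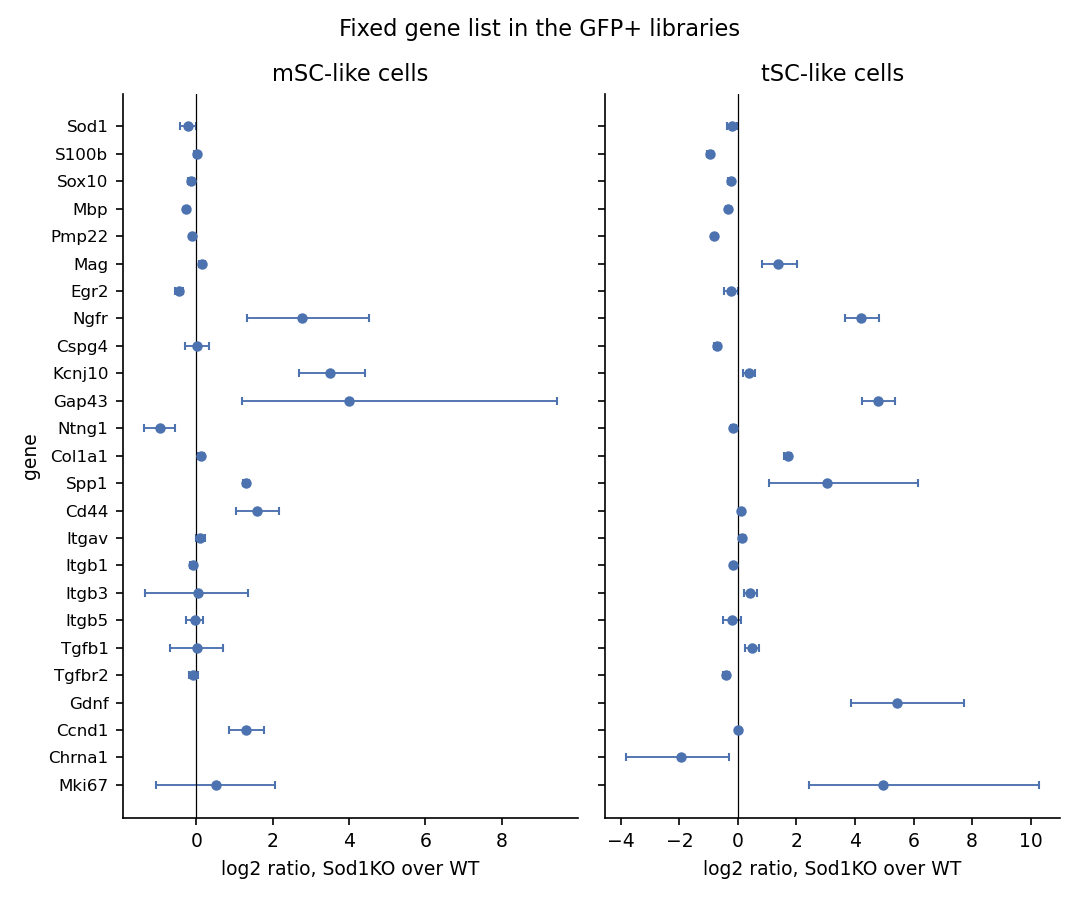
Log2 ratios of the fixed gene list in mSC-like and tSC-like cells, for the GFP+ library labelled Sod1KO over WT GFP+. Gap43 in tSC-like cells was at 4.77, with intervals that cover counting error only.

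By the naming rule, the genes of mSC-like cells most raised in the library labelled Sod1KO were Lgals3 (4.36, 3.69 to 5.12), Cxcl14 (3.86, 3.62 to 4.10), Erbb4 (2.81, 2.22 to 3.44), Emp1 (2.32, 2.05 to 2.59) and Pvt1 (2.08, 1.56 to 2.61). Of the 126 Erbb4 UMIs in the library labelled Sod1KO, 76 were in the 40 cells of cluster 34. Within cluster 3, which held 619 of the 659 cells, its ratio was 1.53 (0.84 to 2.24). The most lowered were Mamdc2 (−1.70, −2.31 to −1.13), Slc1a3 (−1.41, −1.94 to −0.90), Il17b (−1.34, −1.64 to −1.05), Tsc22d3 (−1.33, −1.54 to −1.13) and Gm12068 (−1.31, −1.82 to −0.83). For Tsc22d3 a different hour of harvest stays open. In tSC-like cells the genes ranked highest were all but absent in WT. Only counts of 0 were set to the floor, so a gene with 1 or 2 UMIs can rank above one with 0, and with counts of 1 and 2 also set to the floor 8 of the 10 names stayed, without Syt4 and Stc2. They were Syt4 (7.11, 4.61 to 12.42) and Stc2 (6.97, 4.48 to 12.28) with 1 UMI each in WT, Tafa2 (6.84, 5.29 to 9.12) with 3, Ucn2 (6.83, 4.97 to 9.88) with 2, and Hmga2, which had 0 in WT and 494 UMIs in the library labelled Sod1KO (6.54 with WT set to the floor of 3 UMIs, and at least 6.24 by the lower limit of the interval). The most lowered were Hs6st3 (−6.52, −9.58 to −4.63) with 2 UMIs in the library labelled Sod1KO, Lyz1 (−4.01, −4.34 to −3.70), Lyz2 (−3.45, −3.50 to −3.41), Clvs2 (−2.68, −3.26 to −2.14) and Dach1 (−2.66, −3.28 to −2.07). Lyz1 and Lyz2 are near-identical genes whose reads may be shared between them, and Lyz2 is a macrophage marker. Of the raised genes, Syt4, Stc2, Ucn2 and also Ngfr are among the genes of highest fold of subcluster 6. That subcluster had 0 cells in WT and 76 in the library labelled Sod1KO, and its share of their UMIs was not computed. Subcluster 11, with 13 tSC-like cells in WT and 7 in the library labelled Sod1KO, has endothelial genes such as Flt1 and Cdh5 among its genes of highest fold. It held 102 of the 111 Dach1 UMIs of WT, and without it the ratio of Dach1 was −1.07 (−2.64 to 0.48), so the fall of Dach1 rests on these cells. It also held 48 of the 104 Hs6st3 UMIs of WT, and without it that ratio was −5.70. Hs6st3 leads in satellite-like cells, and whether its UMIs come from such cells was not tested. With ambient RNA subtracted, 4 of the 10 names stayed on the mSC-like list and 0 of the 10 on the tSC-like list. The names depend on that step, while the ratios themselves are those of the counts as deposited.

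In endothelial-like cells, ranked in GFP+ among genes that went the same way in both sorts, the most raised genes in the libraries labelled Sod1KO were Hba-a2 (5.40 in GFP+ and 5.27 in GFP-), Kif26b (3.70 and 2.63), Mmrn1 (2.26 and 0.70), Hbb-bt (2.23 and 0.70) and Hbb-bs (2.14 and 0.86). The globin pairs Hba-a1 with Hba-a2 and Hbb-bs with Hbb-bt are close paralogs with an uncertain split of reads, and they are markers of red blood cells, so their UMIs need not come from endothelial-like cells. The Hba-a2 share of α-globin UMIs also differs between the pools over all barcodes of a library. The most lowered were Angptl4 (−2.01 and −0.54), Fgf9 (−1.88 and −2.06), Cldn15 (−1.85 and −0.58), Cd247 (−1.38 and −0.72) and Chchd10 (−1.35 and −0.23). Mmrn1 is a marker of cluster 30, which was 0.110% and 0.135% of GFP+ cells and 0.916% and 2.06% of GFP- cells, in WT and in the library labelled Sod1KO. In GFP+ all its UMIs were in those cells, and in GFP- 713 of 722 and 3506 of 3517. Within cluster 30 its log2 ratio was 0.64 (0.23 to 1.07) in GFP+ and −0.18 (−0.30 to −0.06) in GFP-, so the rise in GFP- goes with the number of these cells, and the rise in GFP+ rests on 5 and 8 cells. For Kif26b, 103 of the 118 UMIs of Sod1KO GFP+ were in cluster 11. In GFP- that cluster had 0 in WT and 5 in the library labelled Sod1KO, so the rise there rests on other clusters. Cluster 28 held 147 of the 663 endothelial-like cells of WT GFP- and 1 of 1717 in Sod1KO GFP-. Without it, 9 of the 10 genes kept the same direction in both sorts. Chchd10 was 0.09 in GFP-, and Hbb-bt and Hbb-bs were 2.02 and 1.44 there. In mesenchymal-like cells they were Hbb-bs (6.48 and 1.56), Fbn2 (3.12 and 0.42), Bdnf (3.00 and 2.94), Cldn1 (2.91 and 3.25) and Col28a1 (2.61 and 1.28) upward, and Fabp4 (−2.24 and −1.20), Fmod (−1.93 and −2.49), Sfrp2 (−1.43 and −1.72), Inmt (−1.30 and −2.44) and Ecrg4 (−1.22 and −1.32) downward. Of these, Hbb-bs, Cldn1, Fabp4 and Fmod are markers of other classes. The clusters of this class were not shared out alike. In GFP+, cluster 7 held 138 of 259 cells in WT and 228 of 663 in the library labelled Sod1KO, and cluster 14 held 74 and 320. Fmod and Ecrg4 were higher in cluster 14, at 3.38 and 2.65. In smooth muscle-like cells they were Gipc2 (2.42 and 1.15), Ppm1n (2.30 and 1.82), Dpt (2.08 and 0.52, a mesenchymal marker), Fgf14 (1.69 and 0.67) and B3galt1 (1.62 and 0.16) upward, and Spty2d1 (−1.29 and −0.64), Grp (−1.28 and −1.93), Igf2 (−1.19 and −0.94), Gm8797 (−1.03 and −1.15) and Ednrb (−1.01 and −0.88) downward. In every cluster of a class with at least 20 cells in both GFP+ libraries, the direction of the class held for 4 of the 10 names in endothelial-like, 2 in mesenchymal-like, 7 in smooth muscle-like, 8 in mSC-like and 0 in tSC-like cells, where a gene with too few UMIs for a ratio counts as not held. The 8 in mSC-like cells include Slc1a3, which in cluster 34 had 0 UMIs in WT and 5 in the library labelled Sod1KO. Its ratio of −0.24 there comes from the floor, and by the counts its direction did not hold.

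The sorts are separate libraries of the same animals, so a difference seen in both is less likely to come from 1 library, but both share the pool. In endothelial-like cells 69.3% of 6651 genes (68.2–70.4) had the same direction in both sorts, with a Spearman correlation of 0.49. Data simulated with no genotype difference gave 49.7%. In mesenchymal-like cells it was 62.1% of 4781 genes (60.7–63.5) with a correlation of 0.19, against 54.6% in simulation, but WT GFP- had only 36 such cells. In smooth muscle-like cells it was 61.4% of 4514 genes (60.0–62.9) with a correlation of 0.31, against 49.4%. Genes are not independent replicates, and the intervals treat them as if they were. A minimum of 30 UMIs moved the endothelial-like share most, to 65.7%.

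The list of Nrf2 targets had a median log2 ratio of 0.15 in mSC-like cells, at percentile 91.6 of random lists, and of −0.05 in tSC-like cells, at percentile 35.5. The largest value was 0.55 in mesenchymal-like cells of GFP-, at percentile 99.8, where WT had 36 cells, and in GFP+ the same class gave −0.11. The list of dissociation stress gave −0.02 in mSC-like and 0.11 in tSC-like cells, at percentiles 69.2 and 61.7. In smooth muscle-like cells of GFP+ it gave 0.12, at percentile 99.6, and in GFP- it gave −0.18. These percentiles describe these libraries only.

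Cells counted as cycling after thinning were 14 of 4399 in WT GFP+ (0.318%, 0.174–0.533) and 70 of 5778 in the GFP+ library labelled Sod1KO (1.21%, 0.946–1.53). In GFP- they were 0.514% (0.222–1.01) and 1.40% (1.10–1.77). Among Schwann-like cells they were 1 of 1467 (0.0682%, 0.00173–0.379) and 4 of 1547 (0.259%, 0.0705–0.661), with 2 shallow cells left out in each. Of the 70 cycling cells in Sod1KO GFP+, 48 were in the cycling-like cluster, which lies outside the Schwann-like class by construction and had 8 and 66 cells in the 2 GFP+ libraries. In this cluster S100b was at 132 CPM (115–151) in Sod1KO GFP+ and 3.76 in Sod1KO GFP-, against 162 in tSC-like cells of Sod1KO GFP+. This argues that Schwann cells are in the cluster in Sod1KO GFP+, though S100b alone does not count them. The Schwann-like shares therefore leave out any dividing Schwann cells in this cluster. Not thinning moved the GFP+ difference most, from 0.893 to 2.23 points, and taking cells with at least 2 of the 6 Schwann genes in place of the class gave 0.316% and 1.90%, a difference of 1.58 points. Smooth muscle-like cells had 0 cycling cells in both GFP+ libraries. Cell cycle phase was not called.

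Cells outside the Schwann classes were 67.8% of WT GFP+ cells and 73.9% of those in the library labelled Sod1KO, a difference of 6.09 points. Leaving out the mixed cluster, 1.99% (1.49–2.60) and 2.75% (2.26–3.31) of these cells had a S100b UMI after thinning, with 156 and 145 shallow cells left out. In GFP- the shares were 0.129% (0.0156–0.464) and 0.704% (0.491–0.977), with 81 and 157 left out. Unthinned, the GFP+ shares were 13.1% and 18.5% and the GFP- shares 2.63% and 7.99%. The median depths were 17709 and 15335.5 UMIs in GFP+. In CPM, S100b was 14.2 (13.2–15.2) and 24.7 (23.6–26.0) in GFP+ against 2.86 (2.17–3.70) and 7.35 (6.78–7.96) in GFP-. The cycling-like cluster, which may include Schwann cells, held 219 of these 1662 S100b UMIs in Sod1KO GFP+. It also held 7 of the 108 thinned cells with a S100b UMI there. For comparison, thinned mSC-like cells had a S100b UMI in 46.1% and 44.8%, and endothelial-like cells of GFP+ in 0.645% and 0.323%. Without thinning the GFP+ difference was 5.37 points. The reporter has no feature in the matrices, so the fluorescence of these cells has no RNA counterpart here. The study itself reported Gfp mRNA in many GFP+ clusters outside the Schwann cells, with little or no S100b.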

Values the study reported

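The study kept 5,330 cells from control reporter mice and 9,577 from Sod1 knockout reporter mice at 2 months, both sorts included. It sorted its cells, including those of a nerve crush group, into 12 clusters of other cells and 2 of Schwann cells. The Schwann cells numbered 1,649 in controls and 2,101 in knockouts, and the study described no Schwann cell cluster among GFP- cells. On reclustering it named 5 subtypes, of which 3 were myelinating and 2 terminal. One terminal subtype, tSC-B, was about 20% of Schwann cells in knockouts and 4% in controls, and one myelinating subtype, mSC-A, was 31% in knockouts and 63% in controls. In muscle function tests, nerve-evoked force at 2 months was 33% lower in knockouts than in controls.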

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

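All tests in this part were chosen after the result was seen.

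The smooth muscle-like share differed between the libraries labelled Sod1KO and WT by 2.32 points in GFP- and by −5.49 points in GFP+, so the 2 sorts moved opposite ways. This difference between the sorts was not tested. The sort itself divides the class between the fractions, which alone may give opposite signs. The stricter filter turned the GFP- value to −3.06 points, and that setting also clusters and names the cells again, so the cause of the turn is not known. A change of the class with genotype stays open and untested.

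Cells with myelin and perineurial genes together formed a cluster with 316 cells in WT GFP+ and 308 in Sod1KO GFP+, which no class in the report uses. Chance capture of 2 cells in 1 droplet would give far fewer. Even with the cluster counted as perineurial-like, the cells were 40.5 times the number chance gives in WT GFP+ and 56.4 times in Sod1KO GFP+. A candidate explanation is that myelinating and perineurial cells stayed attached to each other. Under it, the profile should equal a sum of the 2 classes, and of the genes chosen for differing between the 2 classes, 98.6% of 869 in WT GFP+ and 94.1% of 958 in Sod1KO GFP+ were within 1 log2 unit of such a sum. In Sod1KO GFP+ the genes higher in mSC-like cells fit less well, with 90.5% within 1 unit and a median of −0.22. A single cell type that expresses both programs was not tested.

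The share of Hba-a2 among α-globin UMIs was 10.7% in WT GFP+, 23.9% in Sod1KO GFP+, 11.8% in WT GFP- and 23.2% in Sod1KO GFP-. Reads shared between the near-identical copies Hba-a1 and Hba-a2 would split alike in every cell. Over single barcodes with at least 100 α-globin UMIs, the dispersion of the share was at least 108 in the 4 libraries. An equal split would give 1, so this argues against such sharing. These barcodes were taken from every class and before the cell filter and doublet removal, so not all need be red blood cells. They fell into groups, with shares of 0–5%, 15–30% and 35–50%. The group of 35–50% had 0 barcodes in both WT libraries and 15 and 41 in the libraries labelled Sod1KO. Of 321 barcodes, 5 (1.56%) lay between the groups, but the limits of the groups were drawn on these same barcodes, so this number cannot support them. α-Globin haplotypes that differ among the pooled animals could give such groups. They cannot be told apart from another cause that varies between cells, since the groups were not checked on other data.

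The same share also bears on the labels. If 1 WT library and 1 Sod1KO library had been exchanged, 2 libraries of the same label would differ. The gap between the labels was 11.5 points, while the largest difference within a label was 1.07 points, which argues against such an exchange.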

How the results depend on the processing

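The following alternatives were chosen after the data were seen: counting the mixed cluster as Schwann-like, leaving out the genotype genes, taking cells with at least 2 of the 6 Schwann genes, leaving out the 5% of cells with most Spp1 UMIs, leaving out clusters held over 80% by 1 library, and setting counts of 1 and 2 to the floor. No paired analysis was possible because each group has 1 library and the labels pair no animals. Of 57 single results, 50 kept their direction under all alternatives run for them and 7 did not. The 7 are the endothelial-like, tenocyte-like, smooth muscle-like and macrophage-like shares of GFP- cells, Itgb3 and Tgfb1 in mSC-like cells, and Ccnd1 in tSC-like cells. In all there were 238 alternative values. Of those that answer a comparison directly and have a counting interval, 36 stayed within it and 24 moved beyond it in the same direction. Those that are numbers of genes or classes have no such interval, and 15 of them were within 1.5 times the number reported and 4 were not. Of the others, 133 stayed within the interval, 22 moved out of it and 4 changed sign from an interval that excluded 0. Among the 4 is the endothelial-like share of GFP- cells without clusters held over 80% by 1 library. That value kept the cells taken out in the total and does not show a reversal. The 22 include Ccnd1 in tSC-like cells, which changed sign to −0.16 from an interval that included 0. The cause was not tested for any of the changes below, unless stated.

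With the stricter filter, the Schwann-like difference was −8.89 points (19.9% against 28.8%), the tSC-like difference 39.1 points (80.8% against 41.6%), the subcluster 2 difference 51.9 points and the Spp1 log2 ratio in mSC-like cells 1.04. The smooth muscle-like difference in GFP- reversed to −3.06 points, the endothelial-like one became −19.1 in GFP- and −3.14 in GFP+, the mesenchymal-like one 14.8 in GFP- and the smooth muscle-like one −1.71 in GFP+.

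Without doublet removal, the endothelial-like difference in GFP- reversed to 4.80 points and the tenocyte-like one to −0.738, while the mesenchymal-like one in GFP- was 9.66 and the tenocyte-like one in GFP+ 7.01. That setting also clusters and names the cells again. The removal took 27 cells in WT GFP- and 287 in Sod1KO GFP-. With the classes of the other cells unchanged, these are too few to turn either sign.

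With clusters held over 80% by 1 library taken out of the class, the endothelial-like difference in GFP- was 1.86 points (33.4% against 31.5%). In such a cluster were 147 WT GFP- cells of the class against 1 in Sod1KO GFP-. All cells taken out stayed in the total of cells, so this change of sign does not show a reversal.

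With the per-cell marker rule, the tSC-like difference was 24.9 points and the Spp1 log2 ratio 0.82. With both sorts pooled, the Schwann-like difference was −9.70 points, where the larger denominator lowers both shares by construction. With the mixed cluster counted, the tSC-like difference was 26.0 points. Without the genotype genes, the subcluster 2 difference was 35.4 points. Without the cells with most Spp1 UMIs, the log2 ratio was 1.55.

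With ambient RNA subtracted, the log2 ratio of Spp1 in mSC-like over all other cells was 3.50 in WT GFP+ and 4.61 in Sod1KO GFP+, and with median-of-ratios scaling 4.43 in the latter. Subtraction also left 9 of 23 fixed-list genes higher in mSC-like cells, and kept 4 of the 10 names in mSC-like and 0 of the 10 in tSC-like cells. It gave no value for Gap43, Col1a1 and Mki67 in mSC-like cells and for Col1a1 and Spp1 in tSC-like cells, since both counts were then at or under the floor.

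With a minimum of 30 UMIs, 2 of the 10 names in mSC-like cells were kept, and the share of genes with the same direction in both sorts was 65.7% in endothelial-like, 59.8% in mesenchymal-like and 59.8% in smooth muscle-like cells. More genes with few UMIs enter under this setting by construction. Median-of-ratios scaling gave 59.3% in smooth muscle-like cells, and leaving out clusters held by 1 library gave 71.3% in endothelial-like cells.

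Without thinning, the cycling difference was 2.23 points in GFP+ cells and 1.50 in Schwann-like cells, and that in cells with a S100b UMI outside the Schwann classes was 5.37 points, as deeper cells show more genes by construction. With at least 1 UMI, the cycling differences were 1.54 and 1.06 points, and with cells that have at least 2 of the 6 Schwann genes it was 1.58 points. Settings meant for the reporter transcript gave no value, since no feature is named for GFP.

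Depth limits what can be read in WT GFP-, which had 1638 cells and 36 mesenchymal-like cells, and in genes with few UMIs in tSC-like cells of WT.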

Other observations

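Except for the tests of a chromosome stretch around Sod1, of the hour of harvest and of glucocorticoid signalling, the tests in this part were chosen after the result was seen.

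Sod1 UMIs were at a like level in all 4 libraries. RNA or cells from WT animals in the libraries labelled Sod1KO would leave Sod1 present but lower there. The log2 ratio was 0.11 in GFP+, but −0.14 in GFP-. Within classes of GFP+ it was −0.19 in Schwann-like, −0.26 in endothelial-like, −0.01 in smooth muscle-like and 0.10 in mesenchymal-like cells. This cannot be told apart from other causes, since the ratios go both ways and the missing part of the gene is not given in the sources used here. An exchange of both libraries of each genotype cannot be told apart from right labels here, for the same reason. An allele that leaves the 3' end of the transcript in place stays open and was not tested. Every direction in this text depends on the labels.

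A tSC-like cluster, number 10, was held almost wholly by the GFP+ library labelled Sod1KO. A shift of that whole library would also move its mSC-like cells, but 93.9% of these were in the cluster that holds most WT mSC-like cells. Free RNA is argued against too, since the rise of the cluster's genes in endothelial-like cells was 2.08% of that in tSC-like cells at the median. Differences within cells already in the class could have moved the cluster border. When the Schwann-like cells were clustered on their own without 520 genes that differ, 570 of the 595 GFP+ cells of number 10 were in 1 subcluster, and 459 of the 524 of number 13, the cluster of most WT tSC-like cells, were in another. The former held 2.38% of the cells in WT and 37.8% in the library labelled Sod1KO, a difference of 35.4 points, so these genes are not the whole cause. When all cells were clustered without them, clusters 10 and 13 joined, and the difference was 25.4 points against 26.0 for both together before. The genes left out include 5 of the 10 genes of highest fold of number 10 and all 10 of number 13, so that joining decides nothing. A state of these cells that comes with the genotype, or with this pool of animals, stays open, since there is 1 library.

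Among 5990 genes with a known position and measured in at least 6 of 8 comparisons of class and sort, the 40 with the largest median log2 ratio and 1 direction throughout were taken as a set. Gm42418 (median 0.95, higher in 8 of 8) would have reached it by size but has no position in the annotation used. A stretch of chromosome carried along with the Sod1 allele would place some of them near Sod1. In the 20 Mb on either side of Sod1 there were 0 of the 40, where random sets held 0.302 on average, so such a stretch does not account for the set. Other strain segments that differ between the pools would bring neighbours. In the set, 0% had a neighbour from the set within 1 Mb, against 5.91% in random sets. More nuclear RNA in the libraries labelled Sod1KO would raise both Malat1 and Neat1. Malat1 was lower in 8 of 8 comparisons, with a median log2 ratio of −0.53, while Neat1, which is in the set, was higher (0.36 to 1.87). A rise of nuclear RNA as a whole is not the cause, but a change in some nuclear RNAs stays open. More reads from long genes cannot be told apart from a change of these genes. The longest 10% of genes were higher than the shortest 10% by 0.26 at the median and in 6 of 8 comparisons, but lower in mesenchymal-like cells of GFP+ (−0.16) and in tSC-like cells (−0.04), and the set has a median length of 100 kb against 32.4 kb for all. The test is left open because the comparisons go both ways.

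Spp1 in mSC-like cells of the GFP+ library labelled Sod1KO was not raised by free Spp1 RNA, since the larger of the rises in tSC-like and endothelial-like cells was 0.584% of that in mSC-like cells. A few cells with very many Spp1 UMIs are not the whole cause, since without the 5% of cells with most Spp1 UMIs the log2 ratio was 1.55. A difference with genotype or between the pools stays open.

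Lyz2 was lower in tSC-like cells of the library labelled Sod1KO. Macrophage RNA in WT tSC-like cells would bring the C1q genes along, and their level relative to Lyz2 was 0.0483% of that in macrophage-like cells. Monocyte RNA would bring Tyrobp and Fcer1g, which relative to Lyz2 stood at 0.159% of the level in macrophage-like cells, with 13 UMIs against 28959 for Lyz2. Neutrophil RNA would bring S100a8 and S100a9, and these had 0 UMIs (0% of Lyz2). Fewer cells of the cluster that holds Lyz2 are not the whole cause, since within cluster 13 the log2 ratio was −1.77 (−1.82 to −1.73). The split between Lyz1 and Lyz2 is uncertain, as they are close paralogs.

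Tsc22d3 and Klf9 were lower in 8 of 8 comparisons, with median log2 ratios of −0.73 and −0.94. A different hour of harvest cannot be told apart from a change with genotype. The night set of clock genes was above the day set by 0.25 at the median, but the 2 sets moved apart in only 3 of 8 comparisons, and the night set has at most 2 measured genes. Lower glucocorticoid signalling at harvest cannot be told apart either. The other genes of the glucocorticoid list had a median of −0.11 and were lower in 5 of 8 comparisons, which leaves it open. A change of these 2 genes with genotype was not tested.

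Subcluster 2 held 34.9% of 1549 Schwann-like cells in the library labelled Sod1KO and 2.25% of 1469 in WT, and subcluster 1 held 24.9% and 50.9%. These subclusters were built and numbered separately from the subtypes of the study, so no direction against its shares is given.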
